# Anti-masculinization induced by aromatase inhibitors in adult female zebrafish

**DOI:** 10.1186/s12864-019-6437-z

**Published:** 2020-01-07

**Authors:** Lu Chen, Li Wang, Qiwei Cheng, Yi-Xuan Tu, Zhuang Yang, Run-Ze Li, Zhi-Hui Luo, Zhen-Xia Chen

**Keywords:** Sex differentiation, Zebrafish, RNA-Seq, Adult, Aromatase inhibitor, Sex reversal

## Abstract

**Background:**

Early sex differentiation genes of zebrafish remain an unsolved mystery due to the difficulty to distinguish the sex of juvenile zebrafish. However, aromatase inhibitors (AIs) could direct juvenile zebrafish sex differentiation to male and even induce ovary-to-testis reversal in adult zebrafish.

**Results:**

In order to determine the transcriptomic changes of sex differentiation in juvenile zebrafish and early sex-reversal in adult zebrafish, we sequenced the transcriptomes of juvenile and adult zebrafish treated with AI exemestane (EM) for 32 days, when juvenile zebrafish sex differentiation finished. EM treatment in females up-regulated the expression of genes involved in estrogen metabolic process, female gamete generation and oogenesis, including *gsdf*, *macf1a* and *paqr5a*, while down-regulated the expression of vitellogenin (vtg) genes, including *vtg6*, *vtg2*, *vtg4*, and *vtg7* due to the lower level of Estradiol (E2). Furthermore, EM-juveniles showed up-regulation in genes related to cell death and apoptosis, such as *bcl2l16* and *anax1c,* while the control-juveniles exhibited up-regulation of genes involved in positive regulation of reproductive process and oocyte differentiation such as *zar1* and *zpcx*. Moreover, EM-females showed higher enrichment than control females in genes involved in VEGF signaling pathway, glycosaminoglycan degradation, hedgehog signaling pathway, GnRH signaling pathway and steroid hormone biosynthesis.

**Conclusions:**

Our study shows anti-masculinization in EM-treated adult females but not in EM-treated juveniles. This may be responsible for the lower sex plasticity in adults than juveniles.

## Background

Although zebrafish is an important model species for biomedical research, its early sex differentiation genes are still unclear. Currently, the zebrafish domesticated in the laboratory is widely considered to lack sex chromosomes [1], and its sex is determined by multiple genes and largely influenced by the environment [2, 3]. As the sex of zebrafish cannot be clearly determined by morphology until 3 months post fertilization as adults, the early sex differentiation genes cannot be identified directly by comparison of genes between juvenile females and males [4].

Directed sex differentiation in the juvenile stage may provide a solution to the problem of finding early sex differentiation genes. Fish has sex plasticity and sex differentiation can be directed using sex steroids [5]. Estrogen and androgen are important to female and male differentiation, respectively. Estradiol (E2), the most effective endogenous estrogen, is biosynthesized from androgen by cytochrome P450 aromatase mainly encoded by *cyp19a1a/b* in fish [6]. Aromatase inhibitors (AIs) can thus induce male differentiation by decreasing estrogen levels [7] while increasing androgen levels in a wide variety of fish species [8, 9]. For example, transient treatment of AIs during sex differentiation causes sex reversal of the tilapia (*Oreochromis niloticus*) [10] and Japanese flounder (*Paralichthys olivaceus*) [11], manifested by the development of genotypic females into phenotypically normal males. Therefore, early sex differentiation genes can be identified through a comparison of juvenile zebrafish samples from their changes under directed sex differentiation. However, we cannot determine which individuals have undergone sex reversal.

The sex plasticity of adult zebrafish permits the possibility to distinguish early sex differentiation genes through comparison between individuals. In recent years, three independent studies have shown that adult zebrafish also retain sex plasticity. One study found that, with the disappearance of the oocyte and the retainment of glandular stem cells, the adult female zebrafish could be converted to a sperm-producing male [12]. Another study found that the transplantation of female germline cells into infertile adult males would lead to the conversion of an infertile adult male zebrafish into a fertile male [13]. The third study found that adult zebrafish underwent ovarian retraction and showed testicle-like organs after a 5-month AI treatment, followed by the production of normal sperms after another 8 weeks without AI treatment. Ovarian degeneration at 4-week treatment was the first morphological change during the sex reversal of adult zebrafish [14]. These studies indicate that the sex of adult female zebrafish can be reversed to males, while the molecular mechanisms in the reversal process have not been systematically studied.

Here, in order to identify the molecular mechanisms involved in sex reversal, we performed RNA-Seq for adult zebrafish treated and untreated with AI Exemestane (EM) [15] for 32 days, when the first morphological change ovarian degeneration was induced by AI Fadrozole [14] (Fig. 1a). As a comparison, we also treated and untreated zebrafish with EM since their fertilization, and performed RNA-Seq of the juveniles at 32-day post-fertilization (dpf), when the sex differentiation was finished [16]. The genes with changed expression in EM-treated adult females and juveniles could represent the key genes in early sex differentiation and facilitate further research on sex determination in zebrafish.

**Fig 1:**
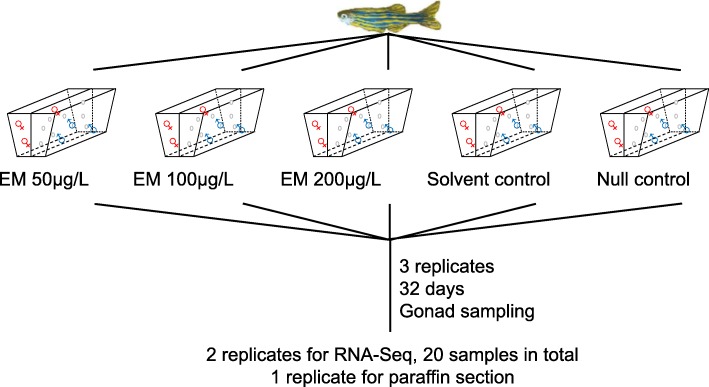
Experimental design. A general schematic overview of the zebrafish gonad RNA-Seq experiment. RNA was isolated from gonads dissected from 2 females and 2 males per group and subjected to RNA-Seq analysis

## Results

### Presence of atretic follicles in adult female zebrafish after 32-day EM treatment

The effectiveness of EM was pre-tested through measuring *vtg1* expression levels of the samples after EM treatment by qRT-PCR [17]. Vtg1 was produced in the liver and was transported into the ovary for oocyte development [18], which could reflect the Estradiol (E2) level in zebrafish [19]. We detected a 2–29 fold and 343–962 fold decrease of *vtg1* expression level in the EM-females with short-term (7 days, Additional file 1) and long-term (32 days, Additional file 2) treatment, and thus confirmed the effectiveness of EM used in the study [17].

To confirm that our EM treatment can also induce male-to-female sex reversal, we exposed adult females to EM (100 μg/L) and solvent control DMSO for 90 days, according to the time for sexual maturity in larval zebrafish, and checked their change by dissection. We found that the gonads of adult female zebrafish was testis instead of ovary (Additional file 3), indicating the female-to-male sex reversal induced by our EM treatment.

We then exposed female and male adult zebrafish to low concentration (50 μg/L), intermediate concentration (100 μg/L), high concentration (200 μg/L) EM, solvent control DMSO and null control without EM or DMSO for 32 days to induce female-to-male sex reversal (Fig. 1). Neither decreased body weight nor width-to-length ratio of EM-females was observed (Additional file 4). Also, no obvious changes in gonads were found by dissection between females treated and untreated with EM for 32 days. We further observed the gonads in paraffin section, and found the deep staining caused by chromatin condensation in follicles of EM-females (Fig. 2a-e), demonstrating atretic follicles. Although atretic follicles might be related to apoptosis, TUNEL staining showed no evidence of apoptosis in EM-females (Fig. 2f-j). These observations above were inconsistent with the ovarian degeneration of adult females after four-week treatment of another AI Fadrozole [14], implying the differences in drug efficiency (EM vs Fadrozole) and/or treatment approaches (soaking vs feeding).

**Fig 2:**
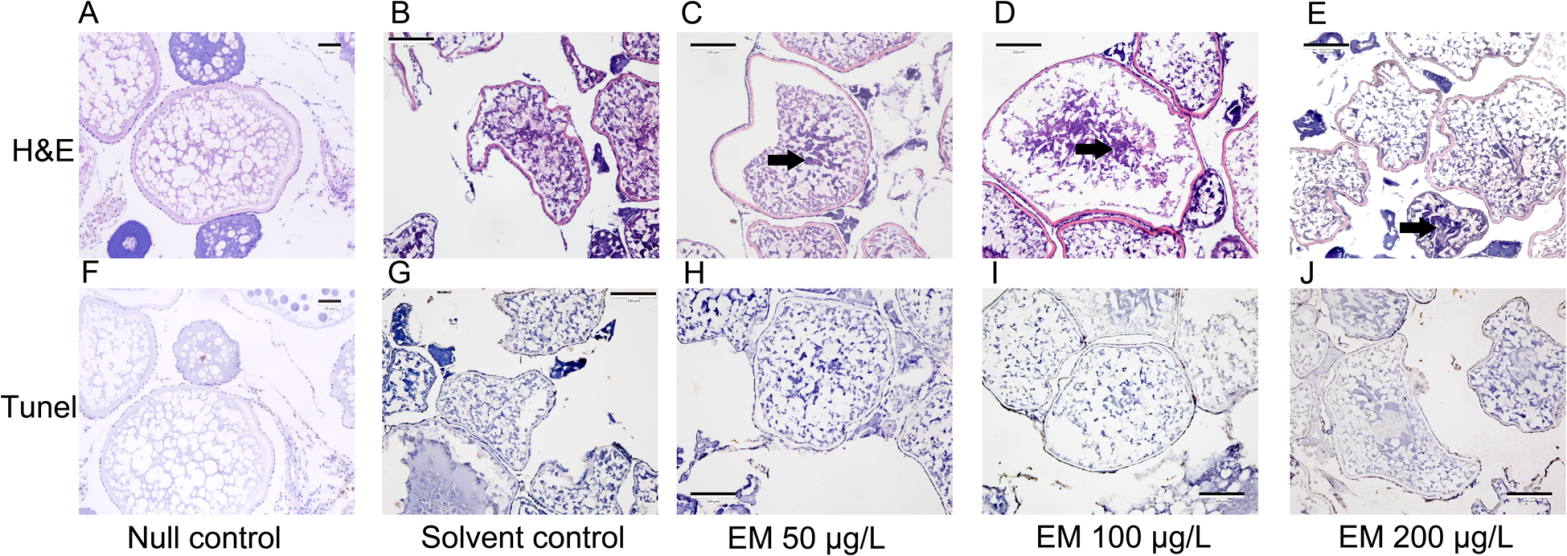
Histologic staining of gonads used in our study. **a**-**e**. Micrographs by H&E (hematoxylin-eosin) staining show ovary morphology at day 32 after treated by EM or DMSO in various treatment groups. **a**. Ovary of null control female zebrafish. **b**. Ovary of solvent control female zebrafish. **c**. Ovary of 50 μg/L EM treated female zebrafish. **d**. Ovary of 100 μg/L EM treated female zebrafish. **e**. Ovary of 200 μg/L EM treated female zebrafish; **f**-**j**. Micrographs by Tunel staining show ovary morphology at day 32 after treated by EM or DMSO in various treatment groups. **f**. Ovary of null control female zebrafish. **g**. Ovary of solvent control female zebrafish. **h**. Ovary of 50 μg/L EM treated female zebrafish. **i**. Ovary of 100 μg/L EM treated female zebrafish. **j**. Ovary of 200 μg/L EM treated female zebrafish. The arrow pointing is the position of the chromatin condensation in follicles of EM-females in C-E

### Small transcriptional perturbations caused by 32-day EM treatment

To identify the molecular mechanisms underlying the early transition from female to male, we dissected the gonads from two females and two males exposed to the low, intermediate, high concentrations of EM, solvent control or null control, and performed RNA-Seq. 

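The gonads of 16 adult zebrafish were analysed here, with 2 fish in each of 8 groups: females and males kept at 0, 50, 100 or 200 μg/L exemestane (EM), an inhibitor of the enzyme aromatase, for 32 days. The fish at 0 μg/L were taken as the solvent controls, because the methods give 16 adult libraries in 8 groups. The null control and juvenile samples were not used here. The counts come from a series other than the one that the paper's data statement cites. RNA was sequenced from each fish on its own, and each treatment was kept in a single tank, so that the effects of tank and treatment were not separable. The authors deposited the number of reads that HTSeq counted on each Ensembl gene after mapping and removal of duplicates, for 32520 genes. They also deposited normalized counts, which were the counts divided by DESeq2's size factors. Between 8311132 and 9374756 reads were counted on genes in the control females (median 8842944), and between 9275513 and 13821205 in the EM-females (median 12210745.5). The control males had 4043394 and 9674058 counted reads (median 6858726), and the EM-males had from 4180861 to 8213907 (median 5666585.5). Each comparison was fitted on its own samples with edgeR's quasi-likelihood test (two-sided), after TMM normalization and a filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene symbols were taken only from tables that pair them with Ensembl identifiers, which named 4388 genes. A group was treated as at the floor where each of its libraries had at most 3 counts of a gene, and its fold difference is then given as a lower bound. These floors cover counting error only.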

As a comparison with early transition of juveniles, we also included pools of whole body juvenile samples treated with and without EM for 32 days after fertilization. A total of 20 adult samples and 6 juvenile samples were sequenced with the mapping efficiency ranging from 78.21 to 92.67% (Additional file 5). 

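Within each adult group, the normalized counts of the 2 fish were compared across the 28353 genes with any count; genes are not independent replicates, so no p-value was computed. Pearson's r between replicates was 0.943 for control females, 0.968 for females at 50 μg/L EM, 0.964 at 100 μg/L and 0.957 at 200 μg/L. It was 0.845 for males at 50 μg/L, 0.930 at 100 μg/L and 0.950 at 200 μg/L. The control males had the lowest coefficient, 0.769. This value moved most with the scale, to 0.891 as Spearman's coefficient. In control male replicate 1 the 20 genes with the most reads held 21.6% of the counts, against 6.04% in replicate 2.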

The correlation coefficients between replicates were 0.76–0.99, showing satisfactory repeatability (Fig. 3).

**Fig. 3:**
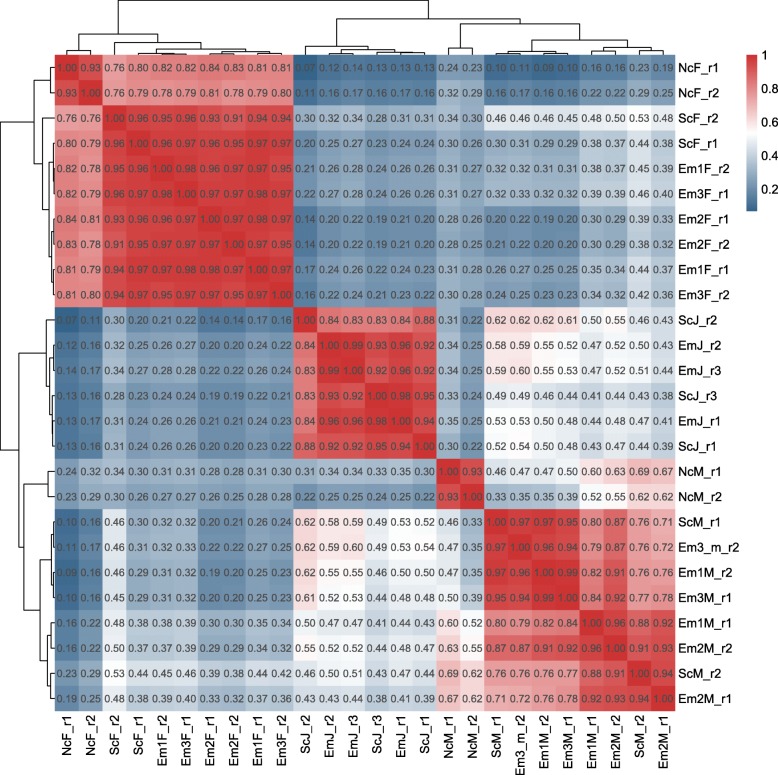
The correlation and hierarchical clustering of all the samples used in our study. Expression level was measured by read counts which were normalized by DESeq2. ScF: Gene expression level of ovary of solvent control female zebrafish; ScM: Gene expression level of testis of solvent control male zebrafish; ScJ: Gene expression level of solvent control juvenile zebrafish; EM1F: Gene expression level of ovary of of 50 μg/L EM (exemestane) treated female zebrafish; EM2F: Gene expression level of ovary of of 100 μg/L EM treated female zebrafish; EM3F: Gene expression level of ovary of of 200 μg/L EM treated female zebrafish; EM1M: Gene expression level of testis of of 50 μg/L EM treated male zebrafish; EM2M: Gene expression level of testis of of 100 μg/L EM treated male zebrafish; EM3M: Gene expression level of testis of 200 μg/L EM treated male zebrafish; EM-j: Gene expression level of juvenile zebrafish treated by 10 μg/L EM; NcF: Gene expression level of ovary of fish-water without adding neither DMSO or EM female zebrafish; NcM: Gene expression level of ovary of fish-water without adding neither DMSO or EM male zebrafish. r: replicate

Hierarchical clustering showed that three major groups corresponded to adult females, adult males, and juveniles, respectively. 

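Among the 16 adult libraries, hierarchical clustering on Pearson's r of the normalized counts split into the sexes at its top branch, with complete linkage and with average linkage. The split was unchanged on log2 values and with Spearman's coefficient. The coefficient between a female and a male library ranged from 0.192 to 0.548 over 64 pairs. The nearest library was of the same sex for 16 of the 16 libraries. It was of the same sex and concentration for 0 libraries on normalized counts, 4 on log2 values and 5 with Spearman's coefficient.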

The juvenile group clustered closer to the adult male group rather than the adult female group. In each group, samples treated with EM were clustered together with solvent control instead of null control, demonstrating small perturbations caused by DMSO (Fig. 3). The high correlation of gene expression between EM treated zebrafish and their solvent control in each group demonstrating little side effects induced by the 32-day EM treatment, allowing us to further detect the early transcriptional changes in the sex reversal. 

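Between EM-females and control females, r across genes had a median of 0.947 over 12 pairs of libraries, from 0.888 to 0.967. Among the EM-females themselves the median was 0.964 over 15 pairs. Between EM-males and control males the median was 0.903, from 0.745 to 0.983, and among the EM-males it was 0.914. On normalized counts, both medians between EM and control libraries lay within the range found among EM libraries of the same sex. On log2 values the median between EM-females and control females was 0.962, below the lowest value among EM-females of 0.963. With Spearman's coefficient it was 0.936, below the lowest value among EM-females of 0.938. From the high correlation between EM treated fish and their solvent controls, the paper concludes that the treatment had few side effects, which allowed early transcriptional changes to be sought.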

An extended treatment time might produce more detectable expression differences.

### Anti-masculinization induced by EM treatment in adult females

To identify the key genes responsible for the early sex transition from female to male in adults, we first explored the differentially expressed genes (DEGs) between solvent control females and solvent control males (DEG_scF-scM_) as a reference. 

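The 2 control females were compared with the 2 control males over 18494 genes that passed the filter. At an adjusted p under 0.05, 3043 genes were higher in control females and 5455 were higher in control males. The alternative that moved these counts most was a single model of all 16 libraries, with 4741 and 6856 genes. With 2 fish against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so that the calls rest on the model fitted across genes. Of the called genes whose groups did not overlap, several with the largest log2 fold changes were absent or nearly absent in one sex. *insl3* was at least 4912-fold higher in control males and ENSDARG00000101051 at least 1725-fold higher. ENSDARG00000078638 was at least 2849-fold lower in control males and *ddx41* at least 506-fold lower.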

We found a total of 3927 solvent-control-female-biased genes and 6797 solvent-control-male-biased genes (Additional file 6A, Additional files 7, 13). The larger number of solvent-control-male-biased genes than solvent-control-female-biased genes was consistent with the sex-biased gene expression patterns among most species. 

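The female-biased oocyte gene *gdf9* had 535 ± 54.3 normalized counts in control females and 20.0 ± 20.7 in control males (SD, n = 2 each). Its log2 fold change, males over females, was −4.71 (standard error 0.886, adjusted p = 0.0143, edgeR). Anti-mullerian hormone, *amh*, had 2302 ± 639 normalized counts in control males (SD, n = 2) and at most 3 counts in each control female, and was at least 932-fold higher in males (adjusted p = 0.00360, edgeR). The genes *vtg1* and *gapdhs* were not analysed here, because no table pairs their symbols with an identifier.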

We validated the sex bias of some known female-biased genes, including *vtg1* and *gdf9* [17, 20] and male-biased genes, including glyceraldehyde-3-phosphate dehydrogenase spermatogenic (*gapdhs*) [21] and anti-mullerian hormone (*amh*) [20]. As expected, Gene Ontology (GO) analysis also revealed that female-biased genes were enriched in female-specific functions like binding of sperm to zona pellucida, sperm-egg recognition, egg coat formation, and regulation of acrosome reaction, while male-biased genes were enriched in male-specific functions like cilium organization, movement and assembly (Additional file 6 BC).

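GO annotation was not used here. Instead, lists of genes were written before the data were examined and each was compared, two-sided, with all tested genes. Of 16 tested genes with a zona pellucida symbol, 15 were higher in control females (Fisher's exact p = 2.31e-11, adjusted over 6 lists p = 1.38e-10). For 9 of these genes the symbol comes only from the paper's table of juvenile genes, and for 7 from its table of female-biased adult genes, so that part of the list was chosen for female bias. Of 7 tested genes of the egg's maternal store, 6 were higher in control females (Fisher's exact p = 1.19e-04, adjusted p = 3.57e-04), and 6 of the list's symbols likewise come from the table of female-biased genes. *zar1*, a member of this list, had a log2 fold change of −8.58, males over females (adjusted p = 0.00360, edgeR). Of the cilium list only *rsph4a* could be identified, with a log2 fold change of 5.75 (adjusted p = 0.0233, edgeR). It had 78.1 normalized counts in control female replicate 1 and 3.40 in replicate 2.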

As another reference, we explored the DEGs between EM-males and solvent control males (DEG_scM-emM_). A total of 141 DEG_scM-emM_ were found, including 100 up-regulated genes and 41 down-regulated genes in EM-male (Additional file 6 D, Additional files 8, 13). 

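The 6 EM-males of all concentrations were compared with the 2 control males over 19417 genes. At an adjusted p under 0.05, 0 genes were higher and 1 gene was lower in EM-males, while 1188 genes had an unadjusted p under 0.05. With DESeq2, the alternative set before the data were examined that moved the counts most, 66 genes were higher and 40 lower. The gene that was lower, *si:dkey-269o24.1*, had 334 and 73.5 normalized counts in the control males and from 0 to 2.17 in the EM-males. It was at least 45.1-fold lower in EM-males (adjusted p = 0.0392, edgeR), and it was not called in any of the 6 fits that each left out 1 EM-male. With the replicate number of the labels as a block, 0 genes were higher and 0 lower, with 1030 at an unadjusted p under 0.05. The number did not stand for the same difference in control males and EM-males. Residual profiles of fish with the same number had a mean correlation of −0.262 across 18261 genes between control males and EM-males. Among EM-males it was 0.241. Fish with the same number are different animals, so the sign need not come from the numbering. With the numbers of the control males crossed, a block chosen after seeing the data, 0 genes were higher and 1 was lower.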

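The paper's Additional file 8 lists 100 genes as higher in EM-males, of which 97 were tested. The log2 fold change of EM-males over control males was positive for 97 of the 97 genes. The unadjusted p was under 0.05 for 83 of them, and the adjusted p for 0. Among the genes of the *eps8* family, which act in membrane ruffling, *eps8l1b* had 69.9 ± 38.4 normalized counts in control males (SD, n = 2) and 577 ± 370 in EM-males (SD, n = 6). Its log2 fold change was 2.99 (standard error 0.778, adjusted p = 0.682, edgeR). Each EM-male had a higher value than both control males (exact permutation test, two-sided p = 0.0357, the smallest p that 6 fish against 2 allow). With DESeq2 its adjusted p was 0.0144. The other identified genes written for ruffle assembly did not separate the groups. *eps8l1a* had 449 and 118 normalized counts in the control males and from 272 to 704 in the EM-males, a log2 fold change of 0.71 (adjusted p = 0.890, edgeR). *aif1l* had 465 and 456 in the control males and from 266 to 534 in the EM-males, a log2 fold change of −0.33 (adjusted p = 0.930, edgeR).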

The GO analysis showed the up-regulated genes in EM-males were enriched in the GO terms related to ruffle assembly and organization (Additional file 6E), which were reported to be involved in fatty acid metabolism [22]. This suggested the abnormality of metabolic pathways in EM-males relative to control males, probably due to the changes in their metabolic functions to accelerate drug metabolism in response to the drug treatment.

We next explored the DEGs between EM-females and solvent control females (DEG_emF-scF_). The effects of EM concentration were tested through comparisons among EM-females treated with low, intermediate, and high concentrations of EM. 

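Between females at 50 and 100 μg/L EM, 0 genes had an adjusted p under 0.05, with 788 at an unadjusted p under 0.05. Between 100 and 200 μg/L the counts were 0 and 820. Between 50 and 200 μg/L, 1 gene was higher and 5 were lower at 200 μg/L, with 800 at an unadjusted p under 0.05. With DESeq2, which moved these counts most, 158, 201 and 212 genes were called in the same 3 comparisons. Of the 6 genes called between 50 and 200 μg/L, 4 differed at least 8 times between the 2 control females or the 2 females at 100 μg/L. *nasp* had a log2 fold change of −4.83 (adjusted p = 0.0171, edgeR), with 8583 normalized counts in control female replicate 1 and 333 in replicate 2. *orc1* had −5.54 (adjusted p = 0.0371, edgeR), with 586 and 11.9 in the same controls. ENSDARG00000105499 had −7.76 (adjusted p = 0.0447, edgeR), with 6734 and 11.9. ENSDARG00000089478 had 7.64 (adjusted p = 0.00387, edgeR), with 21.5 and 2545.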

Only 134, 122 and 131 DEGs were found in the low-intermediate, low-high, and intermediate-high concentration comparisons. 

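The 6 EM-females were pooled and compared with the 2 control females over 15907 genes. At an adjusted p under 0.05, 2 genes were higher and 0 were lower in EM-females, while 1867 genes had an unadjusted p under 0.05. DESeq2 moved these counts most, to 273 higher and 119 lower genes, which included the 2 genes called by edgeR. Each concentration compared with the controls on its own gave 0 genes, with 1255 genes at an unadjusted p under 0.05 at 50 μg/L, 1686 at 100 μg/L and 1017 at 200 μg/L. One of the called genes, *si:cabz01069013.3*, had at most 0.797 normalized counts in the control females and 586 ± 194 in the EM-females (SD, n = 6), at least 237-fold higher (adjusted p = 0.00488, edgeR). In 3 of the 28 possible pairs of females, the control pair among them, a gene was near 0 in both fish and had at least 100 normalized counts in each of the other 6 females. The other, *cnot1*, had 492 ± 23.7 normalized counts in control females (SD, n = 2) and 1395 ± 153 in EM-females (SD, n = 6). Its log2 fold change was 1.48 (standard error 0.130, adjusted p = 0.0107, edgeR), and it was not called in the model of all 16 libraries (adjusted p = 0.933, edgeR). The paper's Additional file 9 lists 548 genes for this comparison, of which 532 were tested. Their log2 fold change had the paper's sign for 516 genes, and 471 had an unadjusted p under 0.05. Across the 548 genes, r between the published values and those from DESeq2 was 0.956; genes are not independent replicates.

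**Figure D1:**
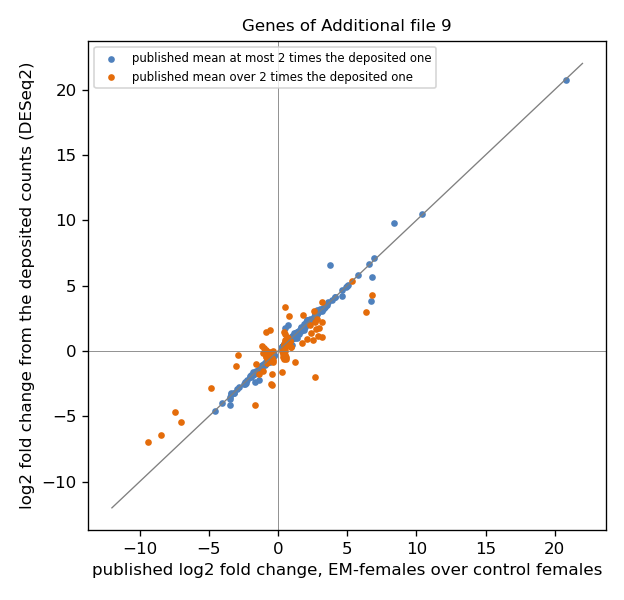
The log2 fold change of EM-females over control females is plotted for the 548 genes of the paper's Additional file 9, with the paper's value on the x axis and the value from DESeq2 on the y axis. Each point is 1 gene, orange where the published mean is over 2 times the deposited one, the line marks equal values, and r across genes is 0.956.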

We thus compared all the six EM-females of different concentrations together with solvent control females, and found 548 DEG_emF-scF_, including 370 up-regulated genes and 178 down-regulated genes in EM-females (Fig. 4a, Additional files 9, 13). As a reference, we also explored the DEGs between solvent control females and null control females (DEG_scF-ncF_) and found 7512 DEG_scF-ncF_, including 3575 up-regulated genes and 3937 down-regulated genes in solvent control females (Additional files 10, 13). Vtg genes, including *vtg6*, *vtg2*, *vtg4*, and *vtg7,* were down-regulated in EM-females relative to both solvent control females and null control females, supporting lower endogenous E2 level caused by EM treatment.

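For the 6 vitellogenin genes identified, *vtg2* to *vtg7*, the log2 fold change of EM-females over control females was negative, and no p adjusted over all tested genes was under 0.05 with edgeR. Adjusted over the 15 tested genes that the paper names alone, which are largely its own calls on these data, the p of these 6 genes ranged from 7.79e-04 for *vtg6* to 0.0160 for *vtg5*. *vtg6* had 143 normalized counts in control female replicate 1, 11.9 in replicate 2 and at most 1.33 in the EM-females, and was at least 40.4-fold lower in EM-females (adjusted p = 0.127, edgeR). *vtg2* had a log2 fold change of −4.58 (standard error 1.06, adjusted p = 0.207, edgeR), with 94.0 and 8.50 in the control females and at most 3.73 in the EM-females. *vtg4* had −5.42 (adjusted p = 0.193, edgeR), with 307 and 5.10 against at most 9.58. *vtg7* had −6.30 (adjusted p = 0.168, edgeR), with 169 and 6.80 against at most 3.73. *vtg3* had −4.55 and *vtg5* −2.85, with adjusted p of 0.218 and 0.280 (edgeR). The values of each EM-female lay below both control females for *vtg2*, *vtg5*, *vtg6* and *vtg7*, and not for *vtg3* and *vtg4*. An exact permutation test of the difference in means gave a two-sided p of 0.0357 for *vtg2*, *vtg6* and *vtg7* (adjusted over the paper's genes p = 0.0714), 0.0714 for *vtg4* and *vtg5*, and 0.143 for *vtg3*. The log2 fold changes were closer to 0 without control female replicate 1, and that of *vtg3* turned positive. Without it they were −4.10 for *vtg6*, −2.64 for *vtg7*, −2.01 for *vtg2*, −1.09 for *vtg5*, −0.52 for *vtg4* and 0.40 for *vtg3*. With DESeq2 the adjusted p was 0.0160 for *vtg2*, 0.00415 for *vtg3*, 0.00251 for *vtg4*, 0.0831 for *vtg5*, 1.71e-05 for *vtg6* and 4.84e-04 for *vtg7*. The comparison with the null control was not analysed here. From lower *vtg* expression relative to both the solvent and the null control, the paper proposes a lower endogenous E2 level caused by EM treatment. It also reports lower *vtg1* in EM-females by qRT-PCR, which was not analysed here.

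**Figure D2:**
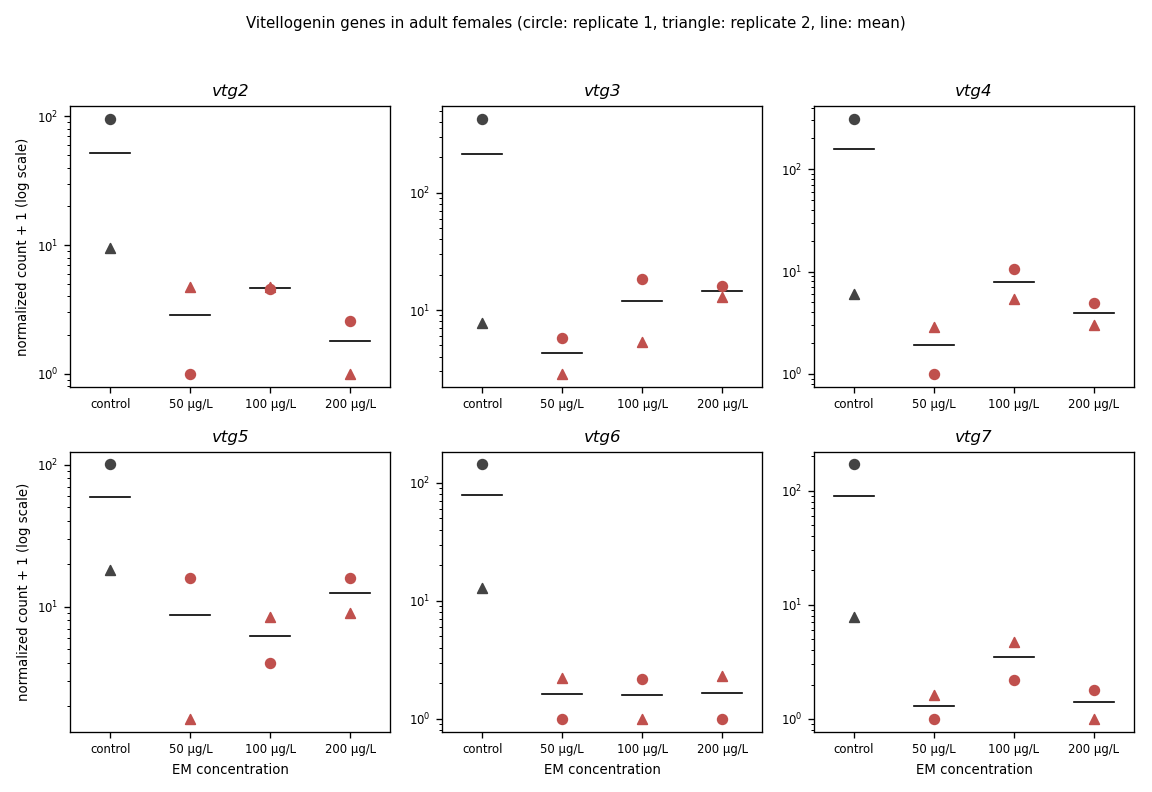
Normalized counts plus 1 of *vtg2* to *vtg7* are plotted on a log axis against the EM concentration, with 1 point per female (circle, replicate 1; triangle, replicate 2) and a line at each mean. Control female replicate 1 has 422 counts of *vtg3* and 99.6 of *vtg5*, and replicate 2 has 6.80 and 17.0.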

**Fig. 4:**
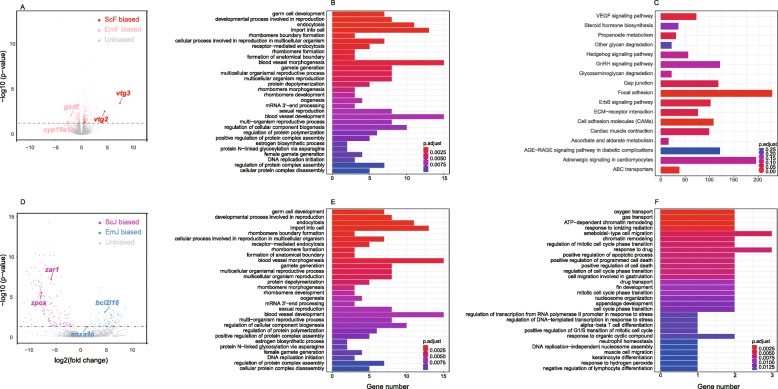
The gene expression profile in EM treated and solvent control adult female zebrafish group and juvenile zebrafish group. **a**. Comparison of differentially expressed gene in control female and EM-treated female gonad. Volcano plot shows genes control female ovary biased expression and EM-treated female ovary biased expression. **b**. EM-treated female-biased gene GO (Gene Ontology) enrichment analysis. The length of the bar corresponds to the number of genes enriched in the corresponding GO terms, and the color from red to blue represents the p.ajust value changes. **c**. GSEA (Gene set enrichment analysis) based on genes expressed in EM-treated female. The length of the bar corresponds to the number of genes enriched in the corresponding GO terms, and the color from dark blue to light blue represents the p.ajust value changes. **d**. Comparison of differentially expressed gene in control juvenile and EM-treated juvenile. Volcano plot shows genes control juvenile biased expression and EM-treated juvenile biased expression. **e**. GO enrichment analysis based on genes which show control juvenile biased expression. **f**. GO enrichment analysis based on genes which show EM-treated juvenile biased expression

The function of DEG_emF-scF_ was further investigated through GO analysis and GSEA. Surprisingly, the DEG_emF-scF_ up-regulated in EM-females were enriched in the GO terms mainly related to ovarian functions, like estrogen metabolic process, female gamete generation and oogenesis (Fig. 4b). 

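The paper's Additional file 9 lists 370 genes as higher in EM-females, of which 360 were tested. The log2 fold change was positive for 349 of these, the unadjusted p was under 0.05 for 319, and the adjusted p for 2. The gonadal growth factor gene *gsdf* had 11.9 ± 2.37 normalized counts in control females (SD, n = 2) and 56.9 ± 23.7 in EM-females (SD, n = 6), a log2 fold change of 2.22 (standard error 0.566, adjusted p = 0.234, edgeR). *macf1a*, whose product links microtubules and actin, had 453 ± 26.0 and 847 ± 78.6 in the same groups, a log2 fold change of 0.87 (standard error 0.115, adjusted p = 0.0727, edgeR). Each EM-female lay above both control females for these genes (exact permutation test, two-sided p = 0.0357). The progestin receptor gene *paqr5a* had 56.4 ± 4.30 and 92.8 ± 15.1, a log2 fold change of 0.69 (standard error 0.278, adjusted p = 0.383, edgeR). Its values in single EM-females, from 66.5 to 106, also lay above both control females, at 53.4 and 59.5. The aromatase gene *cyp19a1a* had 3.69 ± 0.415 and 32.1 ± 44.9, with single EM-females from 1.2 to 111, and its log2 fold change of 3.06 was not larger than the spread between fish (exact permutation test, two-sided p = 0.464). With DESeq2 the adjusted p was 0.00580 for *gsdf* and 1.82e-07 for *macf1a*. The published means of *paqr5a* and *cyp19a1a* were 2.48 and 4.06 times the deposited ones, so the paper's calls of these genes rest on other counts. Adjusted over the 15 tested genes that the paper names alone, which are largely its own calls on these data, edgeR's p was 0.00667 for *gsdf*, 5.49e-04 for *macf1a* and 0.0524 for *paqr5a*. GO annotation of these genes was not used here.

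**Figure D3:**
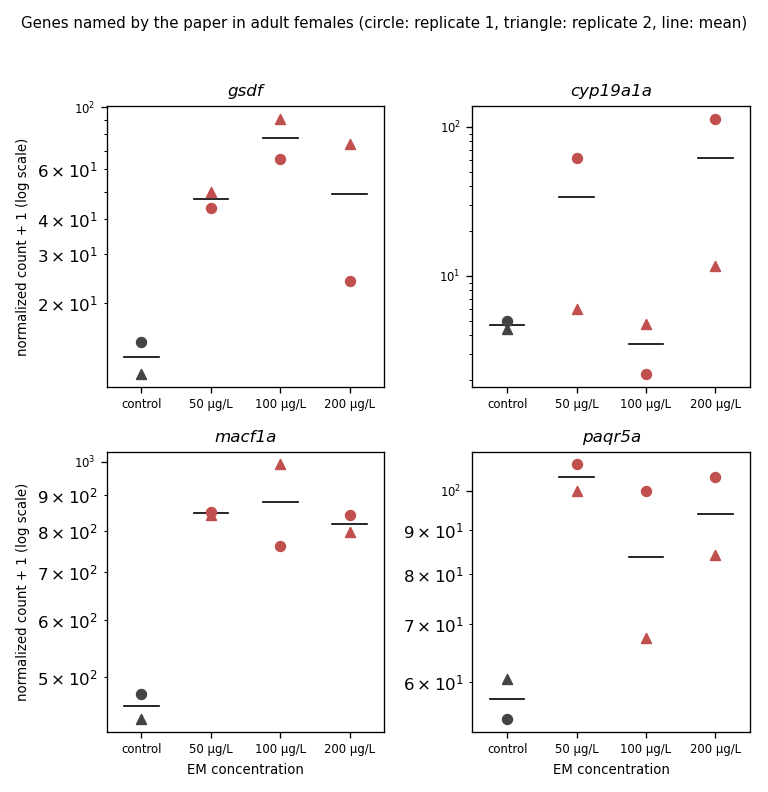
Normalized counts plus 1 of *gsdf*, *cyp19a1a*, *macf1a* and *paqr5a* are plotted on a log axis against the EM concentration, with 1 point per female and a line at each mean. The values of *cyp19a1a* in EM-females extend from 1.2 to 111.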

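In EM-males against control males, *gsdf* had a log2 fold change of −0.27 (adjusted p = 0.953, edgeR), *macf1a* of 0.03 and *paqr5a* of −0.38. The difference between the sexes was tested as the interaction of EM and sex over 22106 genes. At an adjusted p under 0.05, 0 genes were called, with 1680 at an unadjusted p under 0.05, and DESeq2, which moved the count most, called 102. The interaction of *gsdf*, females minus males, was 2.49 on the log2 scale (adjusted p = 0.398 over all genes and adjusted p = 0.00675 over 16 genes of the paper, edgeR). The interaction of *macf1a* was 0.84 (adjusted p = 0.0644 over the same 16 genes, edgeR) and that of *paqr5a* was 1.13 (adjusted p = 0.282, edgeR).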

Meanwhile, the DEG_scM-emM_ up-regulated in EM-males were enriched in none of these terms, suggesting at least partial anti-masculinization induced by EM treatment in females to maintain the endogenous E2 level through activation of the hypothalamic-pituitary-gonad [23]. The GSEA result showed that genes upregulated in EM-females were enriched in 17 KEGG pathways, which are mainly involved in signal transduction and metabolic pathways (Fig. 4c, Additional file 11). 

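KEGG annotation and the enrichment it allows were not used here. Among genes of steroid hormone synthesis, *hsd17b1* had at most 3 counts in each control female and 19.4 ± 4.69 normalized counts in EM-females (SD, n = 6), at least 7.87-fold higher (adjusted p = 0.168, edgeR). *hsd11b2* had a log2 fold change of 1.96 (adjusted p = 0.307, edgeR) and *cyp11a1* of −1.44 (adjusted p = 0.486, edgeR). The log2 fold change was 0.26 for *hsd3b2*, 0.27 for *hsd17b12a* and −0.03 for *cyp17a1*. As a list, 7 tested genes of this synthesis had a mean log2 fold change 0.67 above that of the other genes (adjusted p = 0.10 over 6 lists, camera in limma). Of the 16 genes written for the list, 43.8% were identified, and symbols were available mainly for genes in the paper's own tables, so that this list is not an independent sample of the pathway.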

Most of the up-regulated pathways have been reported to be driven by gonadal steroid, especially for the androgen in Atlantic cod (*Gadus morhua L.*) [24].

To confirm the anti-masculinization in EM-females, we examined the alternative splicing of vasa, a molecular sex marker with sex-specific isoforms. The *vasa* is a conserved gene involved in spermatogenesis and germ cell formation in mice and flies, and is essential for sex differentiation and gamete formation in zebrafish. It has two isoforms in females, while only the shorter isoform lacks exon 4 in males. The isoform of *vasa* with the exon 4 was transcribed in future female zebrafish at 20–25 dpf, leading to apoptosis in future male zebrafish [16, 25]. Alternative splicing of vasa using rmats [26] showed an increased ratio of longer isoform in EM-females (Fig. 5a), supporting the anti-masculinization in EM-females.

**Fig. 5:**
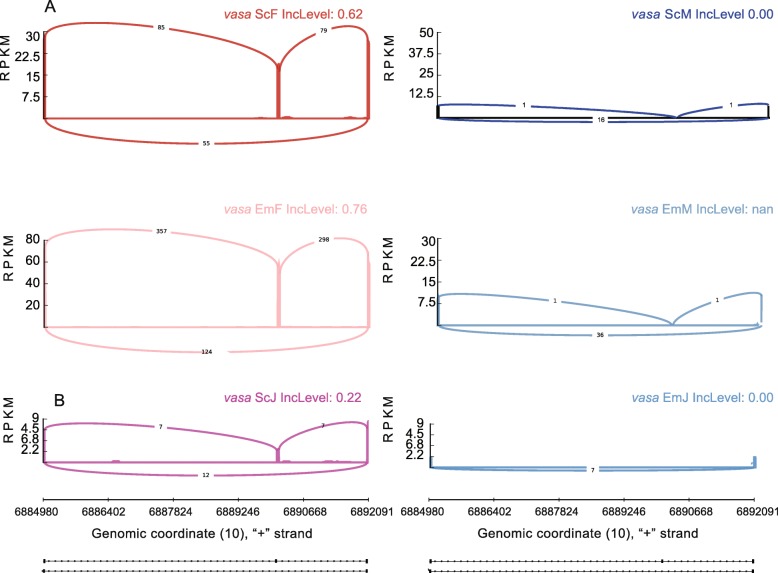
The different isoforms of gene *vasa* in samples we used. **a**. The different isoforms of gene *vasa* in adult EM-treated and solvent control zebrafish. **b**. The different isoforms of gene *vasa* in juvenile EM-treated and solvent control zebrafish

### EM induces faster sex differentiation to male in juveniles

To compare the transcriptomic changes between juveniles and adult females after 32-day EM treatment, we explored the DEGs between EM-juveniles and control juveniles (DEG_scJ-emJ_) and found 263 DEG_scJ-emJ_ (Fig. 4d, Additional files 12, 13). DEG_scJ-emJ_ up-regulated in control juveniles were enriched in the biological processes related to positive regulation of reproductive process, sperm-egg recognition, and oocyte differentiation (Fig. 4e). These observations suggested that EM induced the sex differentiation of juveniles to male. Furthermore, GO analysis showed that the DEG_scJ-emJ_ up-regulated in EM-juveniles were enriched in the biological processes related to cell death and apoptosis [27], implying that the progress of EM-induced sex differentiation to male was faster in juveniles than in adult females (Fig. 4f).

We further checked the alternative splicing of vasa between EM-juveniles and control juveniles, and found, in contrast to adult EM-females with a decreased ratio of shorter isoform, EM-juveniles only expressed the shorter isoform of vasa, demonstrating the lack of feminization in EM-juveniles with the same treatment duration (Fig. 5b).

## Discussion

We explored the molecular mechanisms underlying the early sex differentiation in zebrafish by exploring transcriptomic changes in the early stage of sex reversal in adults and juveniles after 32-day EM treatment. In this discussion, we focused on the rationality of our strategy. We also discussed the differences in sex plasticity between adults and juveniles as notes for reference in using sex reversal models.

### Rationality of using adult sex reversal model to study early sex differentiation

Fish sex is highly plastic. The germline stem cells exist both in juveniles and adults [12–14]. The down-regulation of endogenous estrogen induces female trans-differentiation in juvenile and adult fish [17, 28]. Impairing androgen synthesis and elevating exogenous estrogen can induce the male trans-differentiation in adult tilapia while exogenous estrogen alone can direct sex differentiation to female in juvenile fish [29]. These observations indicate the effects of sex hormone in the sex differentiation and maintenance in fish [30].

The germline stem cells in juvenile adult female zebrafish could differentiate into male after AI treatment by regulating sex hormone levels [14], we could thus identify DEGs between juveniles or adult females treated and untreated with AI EM to explore the mechanisms underlying early sex differentiation. Comparing with juvenile model, the adult sex reversal model has unique advantages in the feasibility of sex identification and gonad manipulation.

### Lower sex plasticity in adults than juveniles

Sex differentiation of juvenile zebrafish, both future females and future males, is first involved in the development of an ovary (called “juvenile ovary”) [31]. Oocyte loss and ovary lumen breakdown by apoptosis at 21–25 dpf are male-specific events with testicular differentiation [31]. In females, early diplotene oocytes apoptosis was found in the juvenile ovary at 15–19 dpf, indicating a programmed loss of oocytes during ovarian development to eliminate unnecessary oocytes from the ovary [16]. In male zebrafish, all oocytes disappeared from gonads within 30 dpf and spermatocytes developed with the differentiation of testis, while female oocytes in the ovaries become mature [16, 31].

Sex hormone treatment can induce directed sex differentiation and sexual reversal of the differentiated genital organs in zebrafish [14]. In the AI-induced directed sex differentiation in juvenile zebrafish, apoptotic oocytes of early diplotene and perinucleolar stages could be observed even at 15–40 dpf [27], longer than that in untreated juveniles. Besides, individuals display phenotypically male gonads at 71 dpf [28]. However, in the AI-induced female-to-male sex reversal, the ovary structure develops into testis and produces mature sperm after 5 months treatment in adult females [14], indicating poorer sex plasticity in adults than in juveniles.

In this study, we found the up-regulation of genes related to apoptosis in juveniles after 32-day EM treatment, consistent with the effects of EM on sex differentiation [27], suggesting that EM may postpone ovarian apoptosis in juvenile zebrafish. Meanwhile, no evidence of ovarian apoptosis were observed between EM-females and control females over 32 days post spawning, suggesting slower sex differentiation and lower sex plasticity in adults than juveniles with EM treatment. Furthermore, the anti-masculinization in transcriptomes we observed in EM-females, relative to control females, supporting again the lower plasticity in adults than juveniles and providing the underlying mechanisms.

## Conclusion

Adult female zebrafish exhibit lower sex plasticity than juveniles due to anti-masculinization in adult zebrafish. This study provides new insights into the sex differentiation in zebrafish.

## Methods

### Ethics approval and consent to participate

The zebrafish used in this study were purchased from China Zebrafish Resource Center. All animal husbandry and procedures were approved by National Research Council (NRC) and performed strictly according to the guidelines set for the usage of animals by this committee.

### Zebrafish husbandry

Zebrafish (AB strain) were obtained from China Zebrafish Resource Center and maintained at 28.5 °C with a light/dark cycle of 14/10 h.

For each juvenile sample, fifty embryos of zebrafish were maintained in a petri dish from 0 dpf, and transferred to a three-litter tank in the recirculation systems at 5 dpf. They were fed with paramecium at 5–15 dpf and fairy shrimp at 16–32 dpf twice a day.

For adult samples, three pairs of adult zebrafish were kept in a three-liter tank in the recirculation systems and fed twice a day with fish food (Zeigler AP100). Male and female adult zebrafish were distinguished according to their morphology, i.e., the females are fatter with a lighter color while the males are slender with a yellowish color. The sex of the adult zebrafish was further confirmed through their mating behavior at 90 dpf. The two sexes of adult zebrafish were separated on a transparent acrylic plate with evenly distributed holes to ensure the same treatment for all the fish samples in the same tank.

In this study, 30 adult zebrafish and 150 juvenile zebrafish were used, including 10 adult zebrafish for histological examination, 20 adult zebrafish for transcriptome sequencing, and 150 juvenile zebrafish were divided into 6 samples for transcriptome sequencing.

### Exemestane treatment

The AI EM (6-methylenandrosta-1, 4-diene-3, 17-dione, ≥ 98% purity, Bervita) used for adult and juvenile zebrafish was dissolved in 100 μg/L and 10 μg/L DMSO, respectively. Five groups of adult zebrafish were raised in continuous exposure to different concentrations of EM (50 μg/L, 100 μg/L and 200 μg/L), the solvent control (DMSO) or null control. Meanwhile, two groups of juvenile zebrafish were also raised in continuous exposure to 10 μg/L EM or the solvent control. We chose the EM concentration 10 μg/L for larval zebrafish because such concentration of another AI Fadrozole could direct sex differentiation to male and higher concentration of Fadrozole would reduce the survival rate of larval zebrafish [32] . Each adult group included a tank of zebrafish (three pairs of adult zebrafish) while each juvenile group included three tanks of zebrafish (each tank was raised from 50 embryos in a petri dish). All the groups were exposed for 32 days. The water in the tanks was refreshed every day with an equivalent concentration of EM or DMSO to ensure the effectiveness of drugs. The fish were anesthetized by immersion in 40 mg/L of tricaine methane sulfonate (MS-222, Sigma-Aldrich) to collect the gonad and were euthanized by immersion into a 0.5 g/L tricaine solution at the end of the experiment.

### Validation of estrogenic marker vitellogenin 1 (*vtg1*) in EM-females

We tested the effectiveness of EM with *vtg1* expression after short-term EM treatment. In the short-term treatment, EM was dissolved in 100 μg/L DMSO. Four groups of adult female zebrafish were exposed for 7 days to EM with the concentration 0 μg/L, 50 μg/L, 200 μg/L and 800 μg/L, separately. Each group contained three replicates, with one zebrafish per replicate. The water was refreshed every day with an equivalent concentration of EM to ensure the effectiveness of EM.

Quantitative real-time PCR (qRT-PCR) of *vtg1* was conducted on the whole body of 12 adult female zebrafish treated with the four concentrations of EM for 7 days. Total RNA were extracted from the somatic tissues by Trizol (Invitrogen) and incubated with RNase-free DNase I (Takara) at 37 °C to remove the genomic DNA. The reaction was terminated by adding 50 mM EDTA at 65 °C for 10 min. After determining the concentration of RNA by spectrophotometry (Thermo), 1000 ng of total RNA was reverse transcribed into cDNA with Revert Aid First Strand cDNA Synthesis Kit (Thermo). The resulting cDNA was used as the template in the PCR system, and *vtg1* expression was tested using the primers vtg1-F (5′-ACGAACAGCGAGAAAGAGATTG-3′) and vtg1-R (5′-GATGGGAACAGCGACAGGA-3′) [33]. *18 s* was amplified as an internal control using forward (5′- CGGAGGTTCGAAGACGATCA-3′) and reverse primers (5′- TCGCTAGTTGGCATCGTTTATG-3′) [12]. The relative gene expression levels were determined based on the reference gene *18 s* using the comparative method (ΔΔCt).

The expression levels of *vtg1* in somatic tissues of 16 samples treated with different concentrations of EM for 32 days were also checked by qRT-PCR with the same protocol. However, the internal control gene was changed to *β-actin* using the forward primer (5′-ATGGATGAGGAAATCGCTGCC) and reverse primer (3′-CTCCCTGATGTCTGGGTCGTC) [33].

### Histology and TUNEL staining

The zebrafish gonads of one female and one male per adult group were dissected for histological examination. All the female samples were fixed by immersing the samples in 10% buffered formalin in PBS for 24 h. The tissues were paraffin-embedded, processed for light microscopy and sectioned at 4 μm in thickness. The sections were stained with hematoxylin/eosin for histopathological examination. The apoptosis in the ovary was examined by the TUNEL assay using TdT in situ apoptosis detection DeadEnd™ Colorimetric TUNEL System (G7360) from Promega according to the instructions provided by the manufacturer [34].

### RNA extraction and sequencing

The zebrafish gonads of two females and two males per adult group were dissected for RNA-Seq of the adults (Fig. 1). RNA samples from each individual were exacted using Trizol (Invitrogen) according to the manufacturer’s protocol. Stranded PolyA+ RNA libraries were prepared at BGI with in-house kits. The library quality was assessed by checking the distribution of the fragment size using Agilent 2100 bioanalyzer (Agilent) and the quantity of the libraries was measured using qRT-PCR (TaqMan Probe). A total of 16 qualified strand-specific cDNA libraries were constructed and were sequenced on the Illumina HiSeq XTen System (Illumina). High-throughput sequencing raw image data files were converted to reads using CASAVA Base Calling (bcf2fastq) analysis.

The whole bodies of 25 zebrafish from a tank per sample and three samples per treatment were used for RNA-Seq of the juveniles. All the six RNA samples were extracted and sequenced as adult zebrafish except that the sequencing libraries were prepared at Annoroud using VAHTS Stranded mRNA-seq Library Prep Kit (Vazyme Biotech) following the official protocol.

### Read mapping and quantification

The quality of all the raw reads was evaluated using FastqC (0.11.8) and sequencing report tool of MultiQC (0.9) [35]. Reads were mapped to the corresponding reference genome (Ensembl v95) using Hisat2 (2.0.5) with parameters “--dta -x --rna-strandness RF” and “--known-splicesite-infile”, followed by gene annotation in GTF format (Ensembl v95) [36]. The Hisat2 data were converted to BAM format and sorted by Samtools (1.5), and PCR duplicates were removed using Samtools command rmdup –S [37]. HTSeq (0.9.1) was used for counting reads with parameters “-t exon –i gene_id -r pos -s reverse” [38].

### Identification and enrichment analysis of differentially expressed genes (DEGs)

DEGs in the zebrafish gonads were identified across eight different groups (two sexes and four treatments per sex for adults) using DESeq2 (1.22.1) [39]. Genes with adjusted *p*-value < 0.05 were considered as differentially expressed [40]. The same protocol was used for juvenile zebrafish to identify DEGs between two groups with and without EM treatment [41].

Biological functions and metabolic processes among all the DEGs were identified using the tools org. Dr.eg.db (3.7.0) [42], clusterprofiler (3.10.1) [43] and Gene set enrichment analysis (GSEA) (3.0) [44, 45].

The differentially alternative spliced genes in zebrafish gonads were identified and visualized by rMATs (4.0.2) with paramenters “-t paired –readLength 150 –libType fr-firststrand” [26] and rmats2sashimiplot [46], respectively.

## Supplementary information

**Additional file 1. ***Vtg1* expression level significantly decreased in the EM-females treated by EM for short-term 7 days.

**Additional file 2. ***Vtg1* expression level significantly decreased in the EM-females treated by EM for long-term 32 days.

**Additional file 3.** The morphology, body weight and length of EM treated female and zebrafish in solvent control group. A. Morphology of EM treated female and zebrafish in solvent control group. B. Body weight distribution of zebrafish in treatment group and solvent control group. C. Body length distribution of zebrafish in treatment group and solvent control group.

**Additional file 4.** Histologic staining of gonads treated by 100 μg/L EM or solvent for 90 days. A. Histologic staining of adult female zebrafish gonads treated by 100 μg/L EM for 90 days. B. Histologic staining of of adult female zebrafish gonads treated by solvent for 90 days.

**Additional file 5.** The mapping efficiency rate of 24 adult samples and 6 juvenile samples sequencing reads.

**Additional file 6.** The gene expression profile in solvent control adult zebrafish group and EM-treated and solvent control adult male group. A. Comparison of differentially expressed gene in control male and female gonad. Volcano plot shows genes control female ovaries biased expression and control male testis biased expression. B-C. GO enrichment analysis based on genes which show sex-biased expression in control females and males. B. Female-biased gene GO enrichment analysis. C. Male-biased gene GO enrichment analysis. D. Comparison of differentially expressed gene in control male and EM-treated male gonad. Volcano plot shows genes control male testis biased expression and EM-treated male testis biased expression. E. GO enrichment analysis based on genes which show EM-treated male testis biased expression. The length of the bar corresponds to the number of genes enriched in the corresponding GO terms, and the color from red to blue represents the p.ajust value changes.

**Additional file 7.** The list of differentially expressed genes (DEGs) between solvent control females and solvent control males

**Additional file 8.** The list of differentially expressed genes (DEGs) between solvent control males and EM treated male.

**Additional file 9.** The list of differentially expressed genes (DEGs) between solvent control females and EM treated females.

**Additional file 10.** The list of differentially expressed genes (DEGs) between solvent control females and null control females

**Additional file 11.** The GSEA result of genes upregulated in EM-females compared to control females.

**Additional file 12.** The list of differentially expressed genes (DEGs) between solvent control juveniles and EM treated juveniles.

**Additional file 13.** The summary of differently expressed genes in all the groups.

## Data Availability

Data from all 20 adult samples and 6 juvenile samples are available at the Gene Expression Omnibus (GEO) under accession (GSE142355).

## Abbreviations

DEGs: Differentially expressed genes
DEG_scF-ncF_: Differentially expressed genes between solvent control females and null control females
DEG_scF-scM_: Differentially expressed genes between solvent control females and solvent control males
DEG_scM-emM_: Differentially expressed genes between EM-males and solvent control males
EM: Exemestane
H&E: hematoxylin-eosin
DEG_emF-scF_: Differentially expression genes between EM-females and solvent control females.
DEG_scJ-emJ_: Differentially expression genes between EM-juveniles and solvent control juveniles
GSEA: Gene set enrichment analysis
GO: Gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

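The RNA of gonads from 16 adult zebrafish was analysed here, with 2 fish for each sex at 0, 50, 100 and 200 μg/L EM. The fish at 0 μg/L were taken as the solvent controls of the paper, because its methods describe 16 adult libraries in 8 groups and compare the adults with the solvent control. The files come from a series of these 16 samples, which is not the one that the paper's data statement cites. The null control fish, the juvenile samples, the histology, the qRT-PCR and the alternative splicing were not analysed here. One tank was used per treatment, so tank and treatment were not separable.

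The authors mapped the reads with Hisat2 to the Ensembl genome, removed duplicates with Samtools and counted reads per gene with HTSeq on the reverse strand. The first of the files that the authors deposited holds these read counts, as whole numbers without normalization, for 32520 genes, followed by 5 tallies of HTSeq that were not used as genes. In this file 1 cell held 2 values and was read as 2 values. The second deposited file holds normalized signal for 28353 genes, which the authors made by dividing each count by the DESeq2 size factor of its library. Checked on the files, each normalized value differed from the count over the recomputed size factor by at most 5.26e-06%. The size factors ranged from 0.374 to 1.89. Reads that HTSeq tallied as not unique made up from 24.8% to 36.7% of all tallied reads in a library and are not in the gene counts.

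Between 4043394 and 13821205 reads were counted on genes per library. By group median females had more than males, with 12210745.5 in EM-females and 5666585.5 in EM-males. Single libraries overlapped, since control male replicate 2 had 9674058 and the control females had 9374756 and 8311132. A value of at most 3 counts was taken as the floor of a library. Where all libraries of a group were at or under it, the fold difference was computed against the floor and is a lower bound.

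Symbols were paired with Ensembl identifiers only through the paper's supplementary tables and the reference table, and 4388 genes were named. The genes named in the text were chosen by a rule set before the data were examined: each gene the paper names for the adults, and for each comparison with a call the 3 genes with the largest log2 fold change in each direction whose groups did not overlap. Genes outside the rule are named as members of gene lists written before the data were examined. Of the genes that the rule selects, those without a symbol and one named only by its clone are given in part.

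Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust quasi-likelihood fit and two-sided F-test), each comparison on its own samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by exact permutation of the samples. With 6 fish against 2 the smallest two-sided exact p is 0.0357, and with 2 against 2 it is 0.333. Gene lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) or Fisher's exact test. The interaction of EM and sex was tested over all 16 libraries.

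The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, no filter beyond 1 count, a model of all 16 libraries, each concentration as its own group, the replicate number as a block, and each fish left out in turn. Replicate numbers come from the labels, and fish with the same number are different animals, so that the block is an alternative and not the main model. DESeq2 with its filtering set to 0.05, and a block with the numbers of the control males crossed, were added after the data were examined. A model with the mean of liver genes as a covariate was not run, because 5% of the liver list could be identified.

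The tests were checked on simulated data, in which 200 genes were changed by 2 on the log2 scale. A single data set was simulated per design. Smaller changes, such as those of *macf1a* (0.87) and *paqr5a* (0.69) in EM-females, were not simulated, so the recovery does not cover them. With 6 females against 2, edgeR called 89 of them (44.5%) with 4 false calls, and DESeq2 called 132 (66%) with 78 false calls. With 2 females against 2, edgeR called 42 (21%) with 3 false calls and DESeq2 called 111 (55.5%) with 68 false calls. At the variance of control females and males, edgeR called 0 with 2 false calls and DESeq2 called 34 (17%) with 53 false calls.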

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

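The tests on control female replicate 1 and *apobb.1* itself, on reads shared between *vtg* copies, on *gsdf*, on *vtg3* in 1 male and on *zpcx* were chosen only after the result was seen. The tests on the genes that follow *apobb.1*, on numbered copies and on *si:cabz01069013.3* were written after the pattern was seen and before their own result.

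For the 6 identified *vtg* genes, the difference of the EM effect between the sexes had an adjusted p under 0.05 over 16 genes of the paper, which the paper names largely for their change in EM-females on these data, so that this adjustment shows no stability. The interaction, females minus males, was −6.40 for *vtg2*, −5.69 for *vtg3*, −6.54 for *vtg4*, −3.96 for *vtg5*, −6.81 for *vtg6* and −4.52 for *vtg7* on the log2 scale, with adjusted p over these 16 genes from 0.00170 to 0.0367 (edgeR). Adjusted over all 22106 genes tested with edgeR, the 6 interactions had p from 0.266 to 0.595. Adjusted over the 20589 genes tested with DESeq2, they had p from 1.92e-04 to 0.251. With DESeq2 those of *vtg2*, *vtg3*, *vtg4* and *vtg6* passed 0.05 and those of *vtg5* and *vtg7* did not. The paper does not report a test of this difference. In females the difference rests in part on control female replicate 1, whose values were from 5.86 to 62.1 times those of replicate 2. Replicate 2 alone lay within the range of the 6 EM-females for 2 of the 6 genes, and above all of them for the other 4. This rests on 1 fish and on genes that are not independent, since 5 of them lie on chromosome 22, and for *vtg5* the margin was 17.0 against 15.0 normalized counts, so it does not settle whether replicate 1 alone makes the difference. RNA from liver, where *vtg* is made, is a candidate source of the high values in replicate 1. The liver gene *apobb.1* was at least 47.5-fold higher in replicate 1 than in replicate 2, where its 2 counts lie under the floor (the ratio of the values themselves is 71.3), but it is the only gene of 20 on the liver list that was identified, which is too few to decide. The 50 genes that follow *apobb.1* in males had a median log2 ratio of replicate 1 over 2 of 0.30, at percentile 99.92 of 10000 random lists matched on expression, and 31 of the 50 were higher in replicate 1. This could come from RNA of another tissue in that library. The pancreas genes *ela3l* and *ela2l* had at most 2 counts in each control female, so RNA of pancreas was not seen there. Reads shared between *vtg* copies may be missing from the deposited counts: the published mean was over 2 times the deposited one for 5 of the 6 *vtg* genes, against 82 of the other 542 genes of Additional file 9. The published decreases of these 5 genes were larger than those from the deposited counts, as for *vtg2* with the paper's −7.43 against −4.58, so missing reads do not account for the decrease. Among 2598 listed genes, numbered copies, taken as names that end in a point and a digit, were compared with other genes. They did not have higher published means more often (two-sided Fisher's exact p = 0.577). Most such names are of clones, and the *vtg* genes count among the others, so this does not decide on shared reads. The genes listed from Additional file 7 are all higher in control females. A lower *vtg* expression under EM, as the paper proposes through lower E2, cannot be told apart from RNA of another tissue in control female replicate 1 for that fish's share of the difference. This limit concerns the ovary libraries. The paper also reports lower *vtg1* by qRT-PCR of somatic tissues in EM-females, which was not analysed here.

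For *gsdf*, chosen by the paper in the same way, the interaction was 2.49 on the log2 scale (adjusted p = 0.00675 over 16 genes, 0.398 over all genes, edgeR, and from 0.0479 to 0.458 over the alternatives). In EM-females the log2 fold change was 2.44 against control female replicate 2 alone and 2.05 against replicate 1 alone, so it does not come from 1 control. In control fish *gsdf* was male-biased, with a log2 fold change of 9.47 (adjusted p = 0.00360, edgeR), and its counts in ovaries were low. A larger share of follicle somatic cells in the EM-females is a candidate explanation: the other 4 tested genes of the follicle somatic list had a mean log2 fold change of 2.16 in edgeR's model. A rise within the cells would look the same, and these genes were identified mainly because the paper's tables list them, so a change of expression cannot be told apart from a change in the share of cells.

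A pair of genes outside those the paper discusses was higher in EM-females. *cnot1* had a log2 fold change of 1.48 and was higher in 6 of 6 EM-females than in both controls. Its adjusted p ranged from 2.97e-18 to 0.933 over the alternatives. *si:cabz01069013.3* had a log2 fold change of 10.19 by the model, with both controls at the floor, and its adjusted p ranged from 5.17e-09 to 0.0226. A gene near 0 in both fish of a pair and at least 100 in the other 6 females occurred in 3 of the 28 pairs of females, so a difference between single fish, such as a strain variant, may account for it. For *cnot1* the published mean was 2.30 times the deposited one, and the paper's log2 fold change is 0.42, so its value depends on which counts are used, and no explanation was tested for this gene alone.

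Of 31 groups tested, each a named gene in the 6 EM fish of one sex, 2 had a fish far from the others, and chance gives 1.55. *vtg3* had 34.7 normalized counts in EM 100 male replicate 2, against 113 to 221 in the other EM-males. Counting noise is unlikely, since 32 counts stood against 147 expected (one-sided Poisson probability 1.97e-30). Less RNA of liver in that fish was tested on the other 5 *vtg* genes, of which 0 were lowest in the same library. These genes are a poor measure of liver RNA, since *vtg* genes did not follow *apobb.1* across the males. *apobb.1* itself had 336 normalized counts in that fish and 28.0 in EM 50 male replicate 1, so that fish was not the lowest for it. No biological explanation was tested. *zpcx* had 0 normalized counts in EM 50 male replicate 2, against 2.13 to 3.81 in the others. This could be counting noise, since 1.22 counts were expected there (one-sided Poisson probability 0.295).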

How the results depend on the processing

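The alternatives were set before the data were examined, except DESeq2 with its filtering set to 0.05 in EM-females and EM-males, the crossed block, and the block for the gene lists, which were chosen after seeing the data. Except where a value below shows it, the cause of a change was not tested.

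In the comparisons of EM with control and between concentrations, the counts of genes depended most on the tool. With DESeq2 in place of edgeR, 273 genes were higher and 119 lower in EM-females, against 2 and 0 (with 1867 at an unadjusted p under 0.05). In EM-males 66 were higher and 40 lower, against 0 and 1 (1188). In females, DESeq2 called 158 genes between 50 and 100 μg/L, 212 between 50 and 200 μg/L and 201 between 100 and 200 μg/L. Against controls it called 225 genes at 50 μg/L, 405 at 100 μg/L and 212 at 200 μg/L, and 102 for the interaction of EM and sex (1680 at an unadjusted p under 0.05 with edgeR). On simulated data with 6 females against 2, DESeq2 recovered more of the changed genes and made 78 false calls against 4. With its filtering set to 0.05, DESeq2 called 273 and 119 genes in EM-females and 82 and 44 in EM-males.

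Without the filter on low counts, 4 genes were lower in EM-females, and 2, 59 and 26 genes differed between 50 and 100, 50 and 200, and 100 and 200 μg/L. The same setting gave 1, 3 and 20 genes at 50, 100 and 200 μg/L against controls. DESeq2's size factors within edgeR gave 1 gene lower in EM-females. In the model of all 16 libraries, 4741 genes were female-biased, 1 was higher in EM-females, 0 were lower in EM-males, 0 differed between 50 and 200 μg/L, and 1 differed at each concentration against controls. With each concentration as its own group, 1 gene was higher in EM-females and 0 were lower in EM-males. Across the 6 fits that each left out 1 EM fish, from 1 to 3 genes were higher and from 0 to 2 lower in EM-females, and from 0 to 0 were lower in EM-males.

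With the replicate number as a block, 1 gene was lower in EM-females, 0 were lower in EM-males and 1 differed between 50 and 200 μg/L. In females the block carries little, since residual profiles of control females and EM-females with the same number had a mean correlation of −0.00629, from −0.0192 to 0.0139.

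The replicate correlations moved with the measure. On log2 values they were 0.959 for control females, 0.968 for females at 200 μg/L and 0.890 for control males. With Spearman's coefficient they were 0.945, 0.941 and 0.944 for females at 50, 100 and 200 μg/L and 0.891 for control males. Males at 200 μg/L fell from 0.950 to 0.894 on log2 values and 0.898 with Spearman's coefficient, and males at 50 μg/L rose from 0.845 to 0.897 and 0.898. These changes were smaller than the spread between male groups on normalized counts, from 0.769 to 0.950. They were larger than the spread on log2 values, from 0.890 to 0.931, and with Spearman's coefficient, from 0.891 to 0.928.

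The shift of the female-biased set in EM-females, −0.14 against the other genes, reversed to 0.13 with sets from EM-males against EM-females. It was 0.022 with control female replicate 1 defining the sets and replicate 2 as the control, and 0.014 the other way round. The shift of the male-biased set, 0.27, was −0.023, 0.16 and −0.054 under the same settings.

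Among single genes, the log2 fold change of *vtg3* in EM-females reversed to 0.40 without control female replicate 1 (from −5.52 to 0.40 across the 8 fits that each left out 1 fish), and the interaction of *cyp19a1a* reversed to −0.26 with the replicate block. For the log2 fold changes of single genes, 20 settings of 6 results were weaker and 17 settings of 9 results were stronger, each of the latter with DESeq2. A further 8 settings of 7 results moved, while 244 settings kept the direction and the side of the threshold. Gene lists and the sex-biased sets are not in these counts.

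A model with liver genes as a covariate was not run, because 1 of the 20 genes of the liver list was identified. For *vtg4*, 1 of the fits that left out an EM fish gave no value. With 2 control fish per sex, any single control carries much of each EM comparison, and *vtg2*, *vtg6* and *vtg7* had at most 3.73 normalized counts in each EM-female, so that differences among EM-females were not detectable for these genes at this depth.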

Differences from the paper's values

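In EM-males, 0 genes were higher, with 1188 genes at an unadjusted p under 0.05 in either direction, against the paper's 100. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. DESeq2 gave 66, and DESeq2 with its filtering set to 0.05, chosen after seeing the values, gave 82. In EM-males 1 gene was lower against the paper's 41, and DESeq2, which the paper's methods name, gave 40. DESeq2 with its filtering set to 0.05, chosen after seeing the values, gave 44, and none of the other alternatives closed the gap.

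In EM-females 2 genes were higher against the paper's 370, and 0 were lower, with 1867 at an unadjusted p under 0.05, against the paper's 178. DESeq2 gave 273 and 119, which are within 1.5 times of the paper's counts. DESeq2 with its filtering set to 0.05, chosen after seeing the values, gave the same counts, and none of the other alternatives closed these gaps.

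Between females at 50 and 100 μg/L, 0 genes differed (788 at an unadjusted p under 0.05) against the paper's 134, and only DESeq2, with 158, closed the gap. Between 50 and 200 μg/L, 6 genes differed against the paper's 122, and no alternative closed the gap, with 212 for DESeq2 and 59 without the filter on low counts. Between 100 and 200 μg/L, 0 genes differed (820 at an unadjusted p under 0.05) against the paper's 131, and no alternative closed the gap, with 201 for DESeq2.

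For single genes the errors in Additional file 9 are standard errors of the paper's model. The counts used here come from a series other than the one the paper cites. In EM-females, *vtg2* had a log2 fold change of −4.58 against the paper's −7.43 (standard error 1.52), and *vtg5* one of −2.85 against the paper's −4.85 (standard error 1.23). No alternative closed either gap. For *vtg7* it was −6.30 against the paper's −8.44 (standard error 1.66). It came within the error with all 16 libraries in one model, with each concentration as its own group, without control female replicate 2 and without EM 100 female replicate 2, and not under the other alternatives. For *cnot1* it was 1.48 against the paper's 0.42 (standard error 0.133), and no alternative closed the gap.

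The paper names *vtg6*, *vtg2*, *vtg4* and *vtg7* as lower in EM-females. Their adjusted p was 0.127, 0.207, 0.193 and 0.168 with edgeR, and DESeq2, with either filtering, called the 4 genes with adjusted p of 1.71e-05, 0.0160, 0.00251 and 4.84e-04. Over the alternatives of these 4 genes the adjusted p ranged from 1.71e-05 to 0.363. The paper also lists *vtg3*, *vtg5*, *gsdf*, *macf1a*, *ddx4*, *paqr5a* and *cyp19a1a* as different in EM-females, and none had an adjusted p under 0.05 with edgeR. DESeq2 called *vtg3* (0.00415), *gsdf* (0.00580), *macf1a* (1.82e-07) and *ddx4* (0.010). Over the alternatives the adjusted p ranged from 0.00415 to 0.369 for *vtg3*, from 0.00580 to 0.354 for *gsdf*, from 1.82e-07 to 0.787 for *macf1a* and from 0.010 to 1.00 for *ddx4*. No setting called *vtg5* (from 0.0831 to 0.749), *paqr5a* (from 0.148 to 1.00) or *cyp19a1a* (from 0.268 to 0.988). The published means of these genes were 9.18, 2.48 and 4.06 times the deposited ones. Every setting used the deposited counts, so none tests the paper's calls on its own counts.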

Other observations

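The test on the 6 genes called between 50 and 200 μg/L, and the count of numbered copies without clone names, were chosen only after the result was seen. The splits and the sex-biased sets were set before the data were examined, and the other tests were written after the pattern was seen and before their own result.

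How often other splits of the fish give as many genes was counted for splits that place one fish of each replicate number in the smaller group. In females, 1 of the 16 splits, the real one, gave as many genes with DESeq2 (392). Over all 28 splits the other ones gave from 32 to 128, with a median of 64. With edgeR, 10 of the 16 splits gave at least the 2 genes called. In males, 4 of the 16 splits gave as many genes as the 106 of DESeq2, and 3 of the 16 gave as many as the 1 of edgeR, with up to 2265 and 424 genes in other splits. The number did not stand for the same difference in control males and EM-males, for a reason that was not tested. These male splits are therefore not balanced as intended, and their shares decide nothing. With the control numbers crossed, EM 200 male replicate 2 with control male replicate 1 (2265 and 424) would fall outside the 16. So would EM 100 male replicate 1 with control male replicate 2 (247 with DESeq2). The split of the males at 100 μg/L (112 with DESeq2) would remain. The males of the smaller group in the split with 2265 genes also had the most *apobb.1*, at 16135 and 5893 normalized counts. The numbering is therefore not the only candidate for that split. The splits left out of the 16 put both fish of one replicate number in the smaller group. At an unadjusted p under 0.05, edgeR gave 1867 genes for the real split of the females, and 1 of the 28 splits gave as many. For the real split of the males it gave 1188, and 6 of the 28 splits gave as many. Among 16 splits the share cannot fall under 0.05. Over all 28 splits of the females, 1 split, the real one, gave as many genes with DESeq2. In males, 6 of the 28 splits gave as many with DESeq2 and 8 with edgeR, and in females 16 of the 28 gave as many with edgeR.

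The published tables and the deposited counts differ for part of the genes. These counts come from a series other than the one the paper cites. Whether the cited series holds the same counts was not checked. Among 2598 genes listed in Additional files 7, 8 and 9, reads shared between copies of a gene were tested as an explanation for published means above the deposited ones. The 1998 genes taken from Additional file 7 are all higher in control females, so that the test does not cover the male-biased genes of that comparison. Of 206 numbered copies, taken as names that end in a point and a digit, 42 (20.4%) had a published mean over 2 times the deposited one. Among 2392 other genes it was 447 (18.7%, two-sided Fisher's exact p = 0.577). Most of the 206 are clone names, and copies named otherwise, such as the *vtg* genes, count among the other genes. The test therefore does not decide on shared reads. Without clone names, 5 of 29 copies were over 2 times. Counts that differ from the published ones may explain part of why DESeq2 called fewer genes in EM-females than published: it called 305 of the 420 listed genes with a mean within 1.1 times of the published one (72.6%) and 34 of the other 128 (26.6%; two-sided Fisher's exact p = 1.42e-20). Of the 209 listed genes it did not call, 115 had a mean within 1.1 times of the published one, so differing counts leave most of them unexplained.

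The female-biased genes were lower as a set in EM-females, with a mean log2 fold change −0.14 from the other genes (adjusted p = 0.0446 over both sets, camera in limma), and the male-biased genes were higher by 0.27 (adjusted p = 0.00652). The same control females enter both comparisons. With sets from EM-males against EM-females, the female-biased set moved by 0.13 in the other direction, but these sets share the EM-females with the comparison. With one control female defining the sets and the other as the control, no control fish enters both comparisons, and the female-biased set moved by 0.022 and 0.014. The shift of the female-biased set was therefore not found without a shared fish. That of the male-biased set was 0.16 and −0.054, with no common direction.

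The low correlation of the control males on normalized counts was tested against technical explanations. Without the 20 genes with the highest mean it was 0.743, so these 20 genes alone do not account for it. With replicate 2 thinned to the depth of replicate 1, the correlation between them was 0.768 against 0.769 before. Library size therefore does not account for this coefficient, which abundant genes mostly set and thinning hardly moves. The thinned library correlated with its own full counts at 1.00, a measure that says little, since abundant genes hold it near its limit. On log2 values the control males, at 0.890, lay near the males at 50 and 200 μg/L, at 0.897 and 0.894, so the low value belongs to the scale of normalized counts. A mixture of tissues remains possible, and no biological explanation was tested. *ela3l*, a gene of exocrine pancreas, had 15053 normalized counts in control male replicate 1 and 514 in replicate 2.

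RNA of other organs was tested in the testes. Across the 8 males, *ela3l* and *apobb.1* rose and fell together (Pearson's r = 0.919, exact permutation p = 0.00181, adjusted over 3 relations p = 0.00543; Spearman's rho = 0.929, exact permutation p = 0.00223; r = 0.902 without the 2 farthest males). The mean of the *vtg* genes did not follow *apobb.1* (r = −0.172, exact permutation p = 0.668; rho = −0.310, exact permutation p = 0.462; r = −0.0540 without the 2 farthest), so RNA of liver is not shown to be the source of *vtg* reads in testes. The published genes of EM-males were not over-represented among the 1000 genes with the strongest correlation with *ela3l* within groups, positive or negative, with 5 of 134 against 6.90 expected (two-sided Fisher's exact p = 0.560). *eps8l1b* had rank 16147 of 19416 by the size of its correlation with *ela3l*. *ela3l* itself was lower on average in EM-males (1994 normalized counts) than in control males (7784). That direction rests on control male replicate 1, at 15053, since replicate 2 had 514, below the average of the EM-males. The tests on correlation with *ela3l* gave no sign that RNA of pancreas explains the published genes or *eps8l1b*, and the averages do not decide it.

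The aromatase gene *cyp19a1a* varied between EM-females. The share of follicle somatic cells was tested with the mean of 7 other genes of the follicle somatic list across the 8 females (r = 0.248, exact permutation p = 0.552; rho = 0.429, exact permutation p = 0.299; r = 0.521 without the 2 farthest), and the relation was not found. Of these 7 genes, only 4 passed the filter on low counts in the females. The others can dilute the mean, so this test does not decide on the share of cells. As a list, 5 follicle somatic genes were higher in EM-females, by 1.36 as a mean of log2 CPM relative to the other genes (adjusted p = 0.0198 over 6 lists, camera in limma), but their symbols are known mainly from the paper's own tables, and 47.1% of the list was identified.

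Of the 6 genes called between females at 50 and 200 μg/L, 4 differed at least 8 times between the control females or between the females at 100 μg/L. Of the 212 genes called by DESeq2, 94 (44.3%) differed at least 4 times within these pairs, against 178 (9.33%) of 1907 other genes of similar mean (two-sided Fisher's exact p = 2.06e-34). These calls may reflect differences between single fish, such as strain variants, rather than the concentration. *nasp* and *orc1*, which were high and low in the same females, lie on chromosome 6 with 2 annotated genes between them.

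The total count of *ddx4* (vasa), over its isoforms, was 1532 ± 76.8 in control females (SD, n = 2) and 2298 ± 245 in EM-females (SD, n = 6), a log2 fold change of 0.56 (adjusted p = 0.182, edgeR), higher in 6 of 6 EM-females than in both controls. The isoforms were not analysed here. In EM-males *insl3*, *inha* and *cyp17a1* had log2 fold changes of −1.94, −1.94 and −1.57, with adjusted p of 0.551, 0.691 and 0.723 (edgeR), and were lower in 6 of 6 EM-males than in both controls.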
